# White matter abnormalities in the *Hdc* knockout mouse, a model of tic and OCD pathophysiology

**DOI:** 10.3389/fnmol.2022.1037481

**Published:** 2022-11-24

**Authors:** Kantiya Jindachomthong, Chengran Yang, Yuegao Huang, Daniel Coman, Maximiliano Rapanelli, Fahmeed Hyder, Joseph Dougherty, Luciana Frick, Christopher Pittenger

**Keywords:** animal model, tourette syndrome, histamine, myelin, striatum

## Abstract

**Introduction:**

An inactivating mutation in the *histidine decarboxylase* gene (*Hdc*) has been identified as a rare but high-penetrance genetic cause of Tourette syndrome (TS). TS is a neurodevelopmental syndrome characterized by recurrent motor and vocal tics; it is accompanied by structural and functional abnormalities in the cortico-basal ganglia circuitry. *Hdc*, which is expressed both in the posterior hypothalamus and peripherally, encodes an enzyme required for the biosynthesis of histamine. *Hdc* knockout mice (*Hdc*-KO) functionally recapitulate this mutation and exhibit behavioral and neurochemical abnormalities that parallel those seen in patients with TS.

**Materials and methods:**

We performed exploratory RNA-seq to identify pathological alterations in several brain regions in *Hdc*-KO mice. Findings were corroborated with RNA and protein quantification, immunohistochemistry, and *ex vivo* brain imaging using MRI.

**Results:**

Exploratory RNA-Seq analysis revealed, unexpectedly, that genes associated with oligodendrocytes and with myelin production are upregulated in the dorsal striatum of these mice. This was confirmed by qPCR, immunostaining, and immunoblotting. These results suggest an abnormality in myelination in the striatum. To test this in an intact mouse brain, we performed whole-brain *ex vivo* diffusion tensor imaging (DTI), which revealed reduced fractional anisotropy (FA) in the dorsal striatum.

**Discussion:**

While the DTI literature in individuals with TS is sparse, these results are consistent with findings of disrupted descending cortical projections in patients with tics. The *Hdc*-KO model may represent a powerful system in which to examine the developmental mechanisms underlying this abnormality.

## Introduction

Tic disorders affect ∼5% of the population. Tourette syndrome (TS), which represents the severe end of the spectrum of tic disorders, affects 0.5–1% (Scharf et al., 2012; Scahill et al., 2013). Tic disorders are thought to derive from dysregulation of the cortico-striatal circuitry, and TS has been associated with anatomical and functional changes in this circuitry (Leckman et al., 2010; Williams et al., 2013). For example, early work documented slight but significant reductions in volume of the caudate and putamen (collectively known as the striatum) in both adults and children with TS (Peterson et al., 1993, 2003); reduced striatal volume in childhood predicts symptom persistence and severity in adulthood (Bloch et al., 2005). Abnormalities have also been reported in the thalamus (increased volume in TS) (Lee et al., 2006; Miller et al., 2010), corpus callosum (altered morphology) (Peterson et al., 1994; Plessen et al., 2004, 2006), and prefrontal cortex (mixed findings) (Peterson et al., 2001; Muller-Vahl et al., 2009). Diffusion tensor imaging (DTI), which uses water diffusion to measure white matter integrity, has revealed reduced fractional anisotropy (FA) in corticospinal pathways, internal capsule, inferior longitudinal fasciculus, and corpus callosum in youth with TS (Neuner et al., 2010; Yang et al., 2021).

The underlying causes of tics and TS have been slow to emerge and are likely to be complex and heterogeneous. One strategy to dissect pathogenesis in such complex conditions is to focus on rare disease-associated mutations of large effect size, which can be used as the basis for modeling pathophysiology in animals. A study of a two-generation pedigree with a high density of TS (as well as obsessive compulsive disorder, attention deficit disorder, and other commonly comorbid conditions) identified a nonsense mutation in the gene *histidine decarboxylase* (*Hdc*) as a candidate cause (Ercan-Sencicek et al., 2010). *Hdc* encodes the enzyme critical for biosynthesis of histamine (HA) from histidine, both in the brain and peripherally (Haas et al., 2008); this genetic finding thus suggests that HA deficiency may contribute to the pathophysiology of tics. Subsequent genetic studies have provided further evidence that HA dysregulation may contribute to TS, beyond this unique family (Fernandez et al., 2012; Karagiannidis et al., 2013).

We have studied *Hdc* knockout mice, which functionally recapitulate the original TS-associated mutation, as a potential model of tic pathophysiology. These mice exhibit repetitive behaviors, which may reflect some of the same circuit abnormalities as tics, after amphetamine challenge (Castellan Baldan et al., 2014) or stress (Xu et al., 2015), two manipulations that exacerbate tics in patients (Conelea and Woods, 2008; Denys et al., 2013; Buse et al., 2014). They also exhibit deficient sensorimotor gating, as do patients with TS (Castellan Baldan et al., 2014); this reinforces the conclusion that relevant brain networks are perturbed. *Hdc*-KO mice exhibit dysregulated dopamine tone and elevated neural activity in the striatum, as well as abnormalities in dopamine receptors that parallel those seen in TS patients carrying the *Hdc* mutation (Castellan Baldan et al., 2014). Together, these findings indicate that the *Hdc* KO mouse captures core components of the pathophysiology of TS and merits further study.

We conducted a small exploratory transcriptomic study of several brain regions in the *Hdc*-KO mouse model to generate hypotheses as to potentially pathogenic abnormalities. Unexpectedly, the most significant finding was an alteration in transcripts associated with oligodendrocytes and myelination in the basal ganglia. We used molecular, histological, and neuroimaging approaches to confirm the presence of white matter abnormalities in the dorsal striatum in this model of tic pathophysiology.

## Materials and methods

These experiments were carried out in accordance with ARRIVE guidelines.^1^

### Mice

*Histidine decarboxylase*-knockout mice have previously been described (Ohtsu et al., 2001); our mice are backcrossed to >N10 onto C57Bl/6 (Castellan Baldan et al., 2014). Mice were bred in-house at Yale University and Washington University in temperature and humidity-controlled vivaria, on a 12-h light/dark cycle. All experiments were approved by Institutional Animal Care and Use Committees (IACUC) at Yale University and Washington University and were consistent with the National Institutes of Health Guidelines on the Care and Use of Laboratory Animals. Euthanasia followed procedures approved by the Yale and Washington University IACUCs. For immunohistochemistry and neuroimaging, mice were deeply anesthetized and then transcardially perfused with PBS/paraformaldehyde. For RNA and protein preparation, mice were euthanized by cervical dislocation by appropriately trained personnel for rapid brain dissection. All other mice (e.g., breeders) were euthanized, when necessary, by CO_2_ asphyxiation. Adult male mice were used in all experiments.

### RNA-seq

2–3 month old *Hdc* knockout, heterozygous, and wild-type mice were euthanized and their brains rapidly dissected on ice. Ventral and dorsal striatum, hypothalamus, and motor cortex were rapidly dissected on ice, rapidly frozen, and stored at −80° until processing using RNeasy MinElute columns (Qiagen, Valencia, CA, United States). RNA quality and quantity were confirmed with a Bioanalyzer (Agilent Technologies, Santa Clara, CA, United States). We generated double-stranded complementary DNA using the Ovation RNA-Seq system V2 (NuGEN Technologies, Inc., San Carlos, CA, United States), starting from 5 ng of RNA. Standard sequencing libraries (Illumina, Inc., San Diego, CA, United States) were generated from 1 to 2 μg of cDNA, sheared to ∼200 bp. Sequencing was performed at the Genome Technology Access Center (GTAC) at Washington University in St. Louis.

Fastq files containing demultiplexed, single-end 50 base-pair reads were used as the basis for exploratory analysis. A total of 5′ and 3′ adapter sequences were trimmed from each read using Trimmomatic, and all reads shorter than 20 bases after adapter clipping were discarded (Bolger et al., 2014). rRNA reads were identified by mapping to a mouse rRNA reference sequence using Bowtie2 (Langmead and Salzberg, 2012) and were discarded. The remaining reads were aligned to the mouse genome (Ensembl GRCm38 annotation 75) using STAR (Dobin et al., 2013). SAMtools was used to convert SAM format to BAM format, then to create sorted and indexed BAM files for visualization (Li et al., 2009). Default union mode in HTSeq-count was used to compute read counts for reads uniquely mapping to exons in the mouse genome (Anders et al., 2015). In total, read depth was 266 M reads after counting, and reduced to 122 M total reads after QC; 3.5–5 M per sample. Genes expressed at low level (less than one copy per million reads) were filtered out. All RNA-Seq data in this study have been submitted to the Gene Expression Omnibus (GEO,^2^ accession #GSE161252).

### Pathway analysis

Differential gene expression was determined using the functions glmFit and glmLrt in the edgeR package from Bioconductor (Robinson et al., 2010). Gene ontology analysis was conducted using the gene ontology enrichment analysis and visualization tool (GOrilla),^3^ with one target and one background list of genes as the running mode (Eden et al., 2009). The target set was defined as all nominally upregulated genes in *Hdc*-KO mice for each tissue (*p* ≤ 0.05, uncorrected); the background set was defined as all genes expressed in *Hdc*-KO mice for each tissue. Cell-type specific expression analysis (CSEA) was conducted using a CSEA tool (Xu et al., 2014). The candidate list was defined as the genes up-regulated in *Hdc*-KO mice with false discovery rates (adjusted *p*-values) of less than 0.05.

### Quantitative polymerase chain reaction (qPCR)

Mice were euthanized and their brains rapidly dissected on ice; dissected tissue was rapidly frozen in liquid nitrogen. Tissue was homogenized in 1 mL TRIzol (Invitrogen, Waltham, MA, United States), and RNA was extracted following the manufacturer’s instructions. The PolyATtract mRNA Isolation System III (Promega, Madison, WI, United States) was used to isolate poly(A)^+^ mRNA. cDNA was synthesized using SuperSCript III First-Strand Synthesis SuperMix for qRT-PCR (Invitrogen). qPCR for oligodendrocyte-specific genes (see Supplementary Table 3) was performed in an Applied Biosystems 7500 Fast Real-Time PCR System using SYBR Green PCR Core Reagents (Applied Biosystems, Waltham, MA, United States), with final primer concentration of 0.3 μM each, and 4 μl cDNA in each 25 μl reaction. Specific cDNAs were quantified using standard curves, normalized to actin.

### Immunoblotting

Mice were rapidly euthanized, and tissue from striatum, cortex, and hippocampus was dissected on ice. Tissue was sonicated in radioimmunoprecipitation (RIPA) Lysis and Extraction Buffer (Thermo Fisher Scientific, Walthman, MA, United States) with cOmplete Protease Inhibitor Cocktail Tablets (F. Hoffman La Roche, Basel, Switzerland). Protein was quantified using a bicinchoninic acid (BCA) Protein Assay Kit (Thermo Fisher Scientific, Walthman, MA, United States). A total of 20 μg protein was added to diluted Laemmli Sample Buffer (Bio-Rad, Hercules, CA, United States) mixture (1x after mixing 9:1 with mercaptoethanol), denatured at 95° for 5 min, and loaded onto a 4–20% mini-PROTEAN TGX Precast Protein Gel (Bio-Rad) in Tris/glycine/SDS buffer, and separated at 100 V. Protein was transferred to polyvinylidene difluoride (PVDF) membranes at 35 V for 2 h in a buffer containing 10% vol/vol Tris/glycine buffer and 20% vol/vol methanol. Membranes were rinsed with tris-buffered saline (TBS) + 0.1% Tween-20, followed by Ponceau S solution (Sigma-Aldrich, St. Louis, MO, United States) and water, and then washed 3 × 10 min in TBS. Membranes were then blocked for 1 h in TBS + 0.1% Tween-20 with 5% non-fat dry milk, and then incubated at 4° overnight in the same solution with primary antibody: anti-MBP (1:1000, Millipore) or anti-MOBP (1:200, Santa Cruz Biotechnology, Santa Cruz, CA, United States). Membranes were then washed 2 × 10 min at room temperature in TBS + 0.1% Tween-20 and incubated for 1 h with HRP-labeled anti-mouse or anti-goat secondary antibody (1:10,000; Vector Laboratories, Newark, CA, United States). Chemiluminescence was visualized using the SuperSignal West Pico Chemiluminescent Substrate (Thermo Fisher Scientific, Walthman, MA, United States), visualized with the ChemiDoc XRS System (Bio-Rad). Quantification and analysis were performed using ImageJ (National Institutes of Health, Bethesda, MD, United States). Membranes were stripped for re-probing using Restore PLUS Western Blot Stripping Buffer (Thermo Fisher Scientific, Walthman, MA, United States) for 10 min. Loading was controlled with an anti-GADPH antibody (1:10,000; Millipore, Burlington, MA, United States).

### Immunohistochemistry

Mice were deeply anesthetized using ketamine/xylazine (100/10 mg/kg) and transcardially perfused with ice-cold PBS followed by ice-cold 4% paraformaldehyde (PFA) in PBS. Brains were dissected and post-fixed for 1 week in PFA at 4°C. Some of these brains were MR imaged (see below) before slicing.

Brains were equilibrated in 30% sucrose and sliced at 30 μm on a cryostat. Floating slices were stored at 4° in cryoprotectant (30% vol/vol glycerin and 30% vol/vol ethylene glycol). Slices were washed 3 × 10 min in PBS, endogenous peroxidases inhibited with 2% H_2_O_2_ for 20 min, washed 2 × 10 min in PBS, and then blocked for 30 min at room temp in PBS + 0.1% Triton X-100 + 2% normal goat serum. Slices were then incubated overnight at 4°C with the primary antibody [anti-APC (CC1) for oligodendrocytes, RRID:AB_443473, 1:1000, Abcam, Waltham, MA, United States; anti-MBP for myelin, RRID:AB_2140366, 1:1000, Millipore]. Slices were then washed 3 × 10 min in PBS + 0.1% Triton X-100, incubated with biotinylated goat anti-mouse secondary antibody (1:300, Vector Laboratories), washed 3 × 10 min in PBS + Triton X-100, and then developed using the VECTASTAIN Elite ABC HRP kit (Vector Laboratories), following the manufacturer’s instructions.

Slices were visualized on an upright Leica DM1000 microscope at 200x. Several images of the dorsal striatum were collected for each mouse, but only one field was collected for each section, to prevent overlap. For oligodendrocyte quantification, all stained oligodendrocytes in the captured image were counted. For myelin quantification, a threshold was set using ImageJ to identify area of myelin staining in each section. All immunohistochemical analysis was performed blind to condition.

### MR imaging

Perfused brains were post-fixed for 1 week in 4% PFA, as above. Brains were then washed for 3 × 10 min in PBS and then secured inside a custom MRI tube filled with heptacosafluorotributylamine (Fluorinert, Sigma-Aldrich, Inc., St. Louis, MO, USA). DTI was performed using a 9.4 T magnet (TR = 2,000 msec; TE = 25 msec; 1,000 msec RF pulses, 15 msec diffusion gradient duration, 5 msec delay) using a custom-made circular ^1^H surface radiofrequency transceiver coil (15 mm diameter), generating 26 coronal slices of 0.5 mm thickness. A total of 0.5 mm slices thickness is commonly used and provides optimal signal-to-noise ratio and tissue contrast within a reasonable imaging time (Chahboune et al., 2007, 2009a,b). Eighteen averages were acquired and the 128 × 64 images were zero-filled to 256 × 256, resulting in an in-plane resolution of 100 μm × 100 μm. Water diffusion was measured in 16 directions to compute the diffusion tensor (van Luijtelaar et al., 2013). FA was calculated and resulting parametric images were produced using BioImage Suite,^4^ with Gaussian smoothing (σ = 0.2 mm) of the individual FA images, followed by registration to an isotropic reference (100 μm) using non-linear warping (Duque et al., 2012). Given that the slices are contiguous (no gaps), resampling of DTI data to this finer resolution anatomical reference frame does not generate significant non-linear warping (Chua et al., 2009; Carlyle et al., 2012; Duque et al., 2012; Jung et al., 2016; Park et al., 2016; Johnson et al., 2018). Genotype groups were compared using whole-brain voxel-wise analysis.

### Statistics

Statistical analysis was performed using appropriate R packages for RNA-seq analysis, as detailed above, BioImage Suite for DTI data, and GraphPad Prism 7.0 for all other analyses. Between-group comparisons were performed by *t*-test or ANOVA; differences were considered significant at *p* < 0.05, after correction for multiple comparisons. All data are presented as mean ± SEM. For analysis of DTI data, unpaired two-tailed *t*-tests were used to determine voxel-wise statistical differences on FA maps.

## Results

### Transcriptomic analysis reveals upregulation of myelin-related genes in *histidine decarboxylase*-knockout mice

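RNA from 8 mice was represented by 28 libraries, and the authors deposited the number of reads that HTSeq-count assigned to each gene in each library, without normalization. The dorsal striatum had 2 WT, 3 heterozygous and 2 KO libraries. The ventral striatum and the hypothalamus each had 3 WT, 3 heterozygous and 2 KO libraries, and the motor cortex had 1 WT, 2 heterozygous and 2 KO libraries. The number of mice is read from the digit in each library name, which the paper does not explain. Counts on genes in the dorsal striatum were between 4549063 and 5150280 per WT library (median 4849672), between 4170409 and 5032136 per heterozygous library (median 4747752) and between 3912708 and 4510676 per KO library (median 4211692). In the ventral striatum the medians were 3938980 in WT, 4177055 in heterozygous and 4137927 in KO libraries, and single libraries lay between 3536802 and 5064759. The hypothalamus had medians of 4582983, 4765220 and 4128782 in the same order, with libraries between 3861785 and 4901109. The motor cortex had 4320195 counts in its WT library and medians of 4324146 in heterozygous and 4001320 in KO libraries, with libraries between 3732822 and 4507411. Counts were scaled by edgeR's TMM method, genes above 1 CPM (counts scaled to the size of the library) in at least 2 libraries were kept, and genotypes were compared within each region with edgeR's glmFit and glmLRT. A single model with a mean for each of the 12 groups of genotype and region was fitted to all 28 libraries, so every comparison used the same estimate of the spread between replicates. The paper's text does not name the libraries that entered its model. Adjusted p-values are Benjamini-Hochberg adjusted over the genes tested. On counts simulated from the means and depths of these libraries, with known changes set in 200 of 14979 genes and a smaller shift in a list of 30 others, the test recovered 141 of the 200. Its other calls were 11 genes of the list and 9 unchanged genes. The 200 were drawn from well-counted genes, with a median estimated log2 fold change of 0.98 for raised and -0.97 for lowered genes. Each gene was simulated independently, without tissue that differs between libraries. The simulation therefore does not give the error rate of the test on the real libraries.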

cDNA was prepared from four brain regions (dorsal and ventral striatum, hypothalamus, and motor cortex) of mice of three genotypes (wild-type [WT], *Hdc*-KO, and *Hdc* heterozygous) and sequenced on an Illumina platform. This was a pilot study intended for hypothesis generation; *N* was 2–3 per genotype and region, with a total of 266 M reads (3.5–5 M per sample, after mapping and filtering out low copies per million (CPM) transcripts; see Supplementary Tables 1–3). 

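In the deposited counts, the smallest group was the WT motor cortex with 1 library, as in Supplementary Table 1. A difference between KO and WT in the motor cortex therefore has no replicate check on the WT side. Over all 28 libraries, 122446598 reads were counted on genes, with a median of 4392301 per library. Entries tallied by the counting step, those not assigned to a gene included, came to 246520738. Between 44.78% and 54.22% of them per library were on genes. The tally equalled the total reads of Supplementary Table 1 in 0 libraries and exceeded it in heterozygous library 4b (11238464 against 10565846). The percentages are thus shares of the tally and not of sequenced reads. Counting error covers only the sampling of reads, since the libraries carry no molecular identifiers.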

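Distances between libraries were computed from log2 CPM as the leading log2 fold change over the 500 most different genes of each pair. The nearest library came from the same region for 28 of 28 libraries, and from the same genotype for 8 of 28. Region accounted for 70.03% of the summed squared distances (permutation test within mice with 100000 permutations, p = 1e-05, the smallest these permutations can give). Genotype accounted for 3.68% (exact permutation test over the 560 assignments of genotypes to the 8 mice, p = 0.364). Each library also had its nearest neighbour in its own region when all genes passing the filter were used, when libraries were scaled by size alone and when no filter was applied.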

Multidimensional scaling of transcript profiles showed them to cluster by tissue, rather than by genotype (Supplementary Figure 1), as expected. 

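*Hdc* (ENSMUSG00000027360) lies on chromosome 2 of GRCm38 from 126593667 to 126619299 on the minus strand. In the hypothalamus, *Hdc* was at 17.1 ± 1.92 CPM (SD, n = 3) in WT, 17.2 ± 3.97 CPM (SD, n = 3) in heterozygous and 12.9 ± 1.76 CPM (SD, n = 2) in KO libraries. The log2 fold change of KO over WT there was -0.40 (standard error 0.21, adjusted p = 0.840 from edgeR's likelihood ratio test). The other regions had more *Hdc* counts in KO than in WT. The dorsal striatum had 3 and 0 *Hdc* counts in its WT libraries, and 40 and 31 in its KO libraries, at least 11.2-fold higher against a floor of 3 counts. In the ventral striatum the WT libraries had 1, 6 and 0 counts and the KO libraries 49 and 51, a log2 fold change of 4.21 (standard error 0.58, adjusted p = 1.30e-20 from the same edgeR test). The WT library of the motor cortex had 0 counts and the KO libraries had 45 and 29, at least 12.4-fold higher. Heterozygous libraries lay between WT and KO in these regions, at 5.54 CPM in the dorsal striatum, 5.35 CPM in the ventral striatum and 5.12 CPM in the motor cortex. The KO means there were 8.67, 12.2 and 8.96 CPM.

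**Figure D1:**
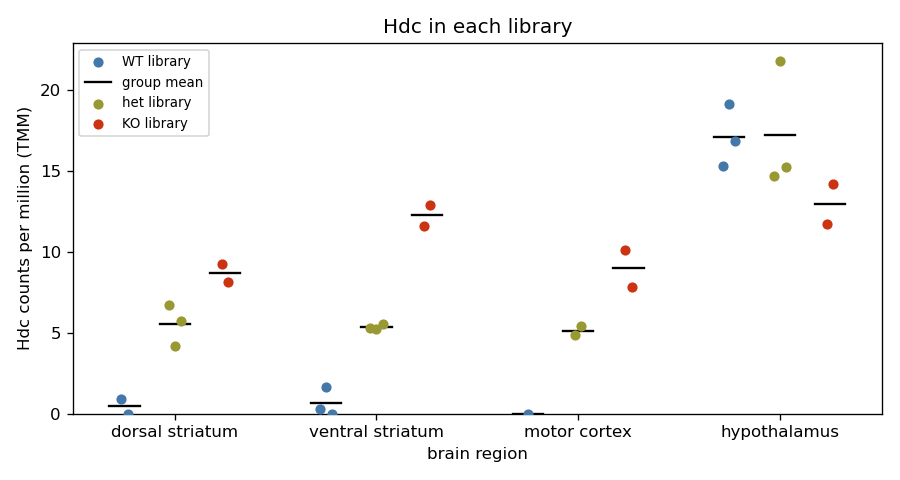
*Hdc* in each library, in CPM after TMM scaling (vertical axis), by brain region (horizontal axis) and genotype (colour). Points are libraries and black lines are group means; KO means lie above WT means in 3 regions, and in the hypothalamus the KO mean is 12.9 CPM against 17.1 CPM in WT.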

The *Hdc* gene showed altered transcript levels, as expected.

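Heterozygous libraries were compared with WT in the same model. At an adjusted p-value under 0.05, 13 genes differed in the dorsal striatum (8 higher and 5 lower), 8 in the ventral striatum, 2 in the motor cortex and 14 in the hypothalamus (6 higher and 8 lower). In the dorsal striatum, 29 of the 30 genes of an oligodendrocyte list were higher in heterozygous than in WT libraries, with a mean log2 fold change of 0.46 (adjusted p = 0.0867 over 10 lists of cell-type genes, from limma's camera). *Mobp* was 224 ± 18.4 CPM (SD, n = 3) in heterozygous libraries, with a log2 fold change over WT of 0.64 (standard error 0.17, edgeR adjusted p = 0.0944). In the other regions the mean over the list was -0.10 in the ventral striatum, -0.10 in the motor cortex and 0.09 in the hypothalamus.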

We focused on a comparison of KO with WT transcriptomes; inclusion of heterozygotes gave qualitatively consistent but less clear results (not shown). 

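At an adjusted p-value under 0.05 in edgeR's likelihood ratio test, 58 of 14979 genes differed between KO and WT in the dorsal striatum, 53 of them higher and 5 lower in KO. The hypothalamus had 25 such genes (22 higher and 3 lower), the ventral striatum 12 (9 higher and 3 lower) and the motor cortex 5 (3 higher and 2 lower). The motor cortex compared 2 KO libraries with 1 WT library. The count in the dorsal striatum moved most with the scaling, to 499 genes with libraries scaled by size alone, and it was 12 with edgeR's quasi-likelihood test. When only the libraries of each region entered the model, the motor cortex had 60 genes and the dorsal striatum 50, so the order of the regions changed. It also changed with the level of choroid plexus genes in each library as a covariate. The hypothalamus then had 34 genes and the dorsal striatum 17, of which 5 were among the 58. Cortical excitatory neuron genes stood far out in the KO library 8f of the hypothalamus. With their level as the covariate, chosen after seeing the data, the dorsal striatum had 67 genes and the hypothalamus 8. In 18 of the 58 genes, the KO library 8b had more than 2 times the CPM of every other dorsal striatum library. Genes of the choroid plexus were among them, such as *Ttr*, which had 10311 counts in that library and 5 in the other KO library.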

The largest number of differentially expressed (DE) genes was seen in the dorsal striatum. We conducted Gene Ontology (GO) analysis of RNA-Seq results using GOrilla, to identify pathways that differ between genotypes. This analysis identified pathways in the DE genes that differed significantly between *Hdc*-KO and WT mice only in the dorsal striatum, not in the other tissues examined. 

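A list of 30 oligodendrocyte and myelin genes, written before the deposited counts were examined and after the paper and its supplementary tables had been read, was used in place of the GO terms. Of the 790 genes nominally upregulated in KO dorsal striatum, 27 were on the list, among 30 list genes in the 14979 tested. The odds ratio was 167 (Fisher's exact test, one-sided for enrichment, p = 7.17e-32). Genes are not independent replicates, so this p-value describes the overlap of the lists. None of the list genes was among the 442 nominally upregulated genes of the ventral striatum, the 333 of the motor cortex or the 552 of the hypothalamus. With the choroid plexus covariate, 17 of the list genes were among 513 nominally upregulated genes in the dorsal striatum.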

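Over the 30 oligodendrocyte and myelin genes, the mean log2 fold change of KO over WT in the dorsal striatum was 0.72, with all 30 genes higher in KO. The camera test, with the correlation between the genes estimated from the libraries (0.538), in limma gave an adjusted p of 0.0283 over 10 lists of cell-type genes. With only the 2 KO and 2 WT libraries in the fit, the mean was 0.74 and did not pass the threshold. Leaving out each of these libraries in turn gave means between 0.52 and 0.89. The mean log2 CPM over the list was 5.77 ± 0.251 (SD, n = 2) in KO and 5.08 ± 0.123 (SD, n = 2) in WT libraries, and the KO libraries were both higher than the WT libraries (exact permutation test, two-sided p = 0.333, the smallest p that 2 libraries against 2 allow).

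**Figure D2:**
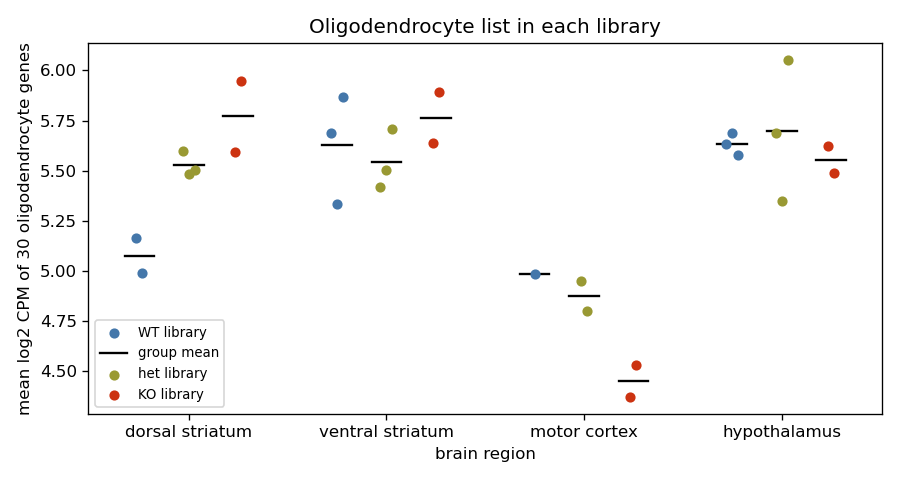
Mean log2 CPM over the 30 oligodendrocyte genes in each library (vertical axis), by brain region (horizontal axis) and genotype (colour). Points are libraries and black lines are group means; in the dorsal striatum the KO mean is 5.77 and the WT mean 5.08, while in the motor cortex the KO mean of 4.45 lies below the WT library at 4.99.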

Specifically, significant elevations were seen in the dorsal striatum in KO mice in genes associated with the biological processes of axon ensheathment, ensheathment of neurons, and myelination (Figure 1A and Supplementary Figures 2–4). This was driven by many genes known to be expressed in oligodendrocytes (Supplementary Figure 4), which led us to complement our GO analysis with an analysis focused on cellular composition.

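Several genes of the list had an adjusted p-value under 0.05 in edgeR's likelihood ratio test. *Trf* (chromosome 9 of GRCm38, 103204001 to 103230444) had a log2 fold change of 0.81 (standard error 0.21, adjusted p = 0.0325 from edgeR). *Cldn11* on chromosome 3 had 0.73 (standard error 0.20, edgeR adjusted p = 0.0500). *Mal* had 0.74 with an edgeR adjusted p of 0.0909, and *Aspa* had 1.13 with 0.137. *Sox10*, a transcription factor of the lineage, had 0.34 with an edgeR adjusted p of 0.758. The paper reasons from the many oligodendrocyte genes among those elevated to an analysis of cellular composition.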

**FIGURE 1:**
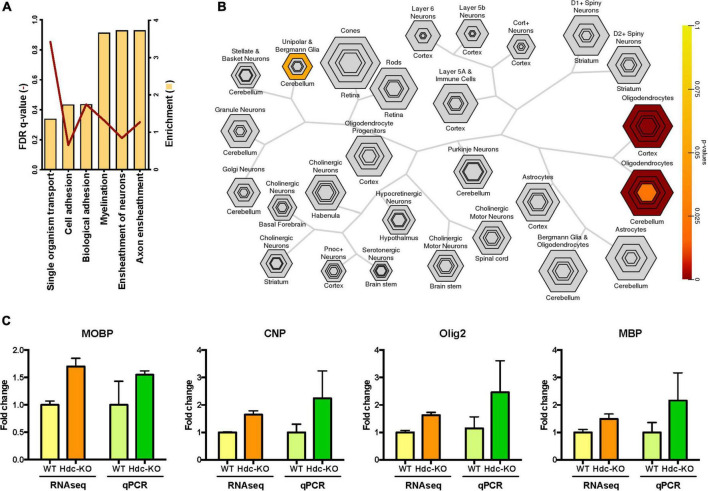
Striatally enriched genes in *histidine decarboxylase*-knockout (*Hdc*-KO) mice associated with white matter. **(A)** Gene ontology analysis (target set *n* = 778, background set *n* = 7376) revealed that the most enriched genes in the dorsal striatum (bars) were involved in axon ensheathment, ensheathment of neurons, and myelination. False discovery rate (FDR) corrected *q*-values are represented as lines. **(B)** Cell specific expression analysis (CSEA) comparing *Hdc*-KO with WT in the dorsal striatum (candidate gene list *n* = 40). Output is organized hierarchically by cell type to recapitulate biological relationships, with size corresponding to the size of the cell population and nested groups representing more specific populations to that cell type. Enriched genes were specific to oligodendrocytes. **(C)** Parallel changes in gene expression levels of four oligodendrocyte markers in the dorsal striatum in *Hdc*-KO mice by RNA-Seq and qPCR analysis.

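In the deposited counts, 790 genes were nominally upregulated in KO dorsal striatum at an unadjusted p of 0.05 or less, and 400 were nominally downregulated. Genes above 1 CPM in both KO libraries of the dorsal striatum numbered 12591, and 7382 genes had a log2 fold change above 0. With libraries scaled by size alone, the nominally upregulated genes numbered 2981, and the median log2 fold change of all genes in the dorsal striatum moved from -0.003 to 0.28.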

Cell-type specific expression analysis is a strategy for inferring which cell types underlie alterations in tissue-specific gene expression (Xu et al., 2014). CSEA analysis in the dorsal striatum revealed upregulation of transcripts associated with oligodendrocytes in *Hdc*-KO mice (Figure 1B). 

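Lists of genes for 9 other cell types or states were tested with camera in the same way as the oligodendrocyte list. Choroid plexus genes were higher in KO than in WT dorsal striatum in 12 of 12 cases (adjusted p = 0.0477 over the 10 lists, from limma's camera). Of these genes, 7 had at most 3 counts in each WT library, 5 of them with 0 counts, so no mean fold change is given. Their mean log2 CPM was 2.41 ± 3.18 (SD, n = 2) in KO and -0.11 ± 0.223 (SD, n = 2) in WT libraries, with 4.66 in the KO library 8b and 0.165 in the KO library 7b. The list no longer passed with libraries scaled by size alone or with only the 2 groups in the fit. Oligodendrocyte precursor genes had a mean log2 fold change of KO over WT of -0.17 (3 of 7 genes higher, adjusted p = 0.728 from limma's camera). Immediate early genes had a mean of -0.85 (1 of 12 genes higher, adjusted p = 0.0817 from camera), which was -0.07 without the WT library 2b and -1.26 without the WT library 1b. Astrocyte genes had 0.27 (adjusted p = 0.271 from camera), microglia genes 0.12 (0.606) and endothelial genes 0.21 (0.123). Striatal spiny neuron genes were 17 in number and 0 of them were higher in KO, with a mean of -0.30 (camera adjusted p = 0.271). Cortical excitatory neuron genes had a mean of 1.28 (9 of 10 genes higher, adjusted p = 0.254 from camera), which ranged from -1.17 to 3.10 as each library was left out and includes 1 gene with at most 3 counts in each KO and WT library. Their mean log2 CPM was 4.56 and 2.02 in the KO libraries 7b and 8b and 1.74 and 3.44 in the WT libraries 1b and 2b, so the genotypes overlapped. Ependymal genes were higher in KO in 8 of 10 cases (adjusted p = 0.606 from camera), and 7 of the 10 had at most 3 counts in each WT library. Their mean log2 CPM was 0.20 ± 0.551 (SD, n = 2) in KO and -0.18 ± 0.076 (SD, n = 2) in WT libraries. It was 0.587 in the KO library 8b and -0.193 in the KO library 7b, which lay between the WT libraries (-0.231 and -0.124). Without the KO library 8b the mean log2 fold change of the ependymal genes turned negative. As each library was left out, the mean log2 fold change was between -0.28 and -0.10 for precursor genes, 0.06 and 0.38 for astrocyte genes, -0.05 and 0.27 for microglia genes, 0.11 and 0.33 for endothelial genes and -0.40 and -0.18 for spiny neuron genes. With libraries scaled by size alone, which raised the median fold change of all genes, the drop of the spiny neuron genes was gone (-0.009) and the precursor genes had 0.11. The immediate early genes then had -0.60, astrocyte genes 0.55, microglia genes 0.40, endothelial genes 0.49 and cortical genes 1.48.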

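In the RNA-seq counts of the dorsal striatum, *Mobp* (ENSMUSG00000032517, chromosome 9 of GRCm38, 120149707 to 120181484) was at 244 ± 28.1 CPM (SD, n = 2) in KO and 144 ± 14.3 CPM (SD, n = 2) in WT libraries, a log2 fold change of 0.76 (standard error 0.18, adjusted p = 0.0187 from edgeR's likelihood ratio test). *Cnp* (ENSMUSG00000006782, chromosome 11, 100574904 to 100591729) was at 267 ± 27.3 CPM (SD, n = 2) in KO and 162 ± 3.59 CPM (SD, n = 2) in WT, a log2 fold change of 0.72 (standard error 0.18, edgeR adjusted p = 0.0337). *Olig2* (ENSMUSG00000039830, chromosome 16, 91225457 to 91228677) was at 25.4 ± 2.69 CPM (SD, n = 2) in KO and 15.7 ± 1.08 CPM (SD, n = 2) in WT, a log2 fold change of 0.69 (standard error 0.24) whose edgeR adjusted p was 0.229. *Mbp* (ENSMUSG00000041607, chromosome 18, 82475146 to 82585637) was at 1901 ± 306 CPM (SD, n = 2) in KO and 1281 ± 188 CPM (SD, n = 2) in WT, a log2 fold change of 0.57 (standard error 0.21) with an edgeR adjusted p of 0.335. For each of the 4 genes both KO libraries were above both WT libraries (exact permutation test, two-sided p = 0.333, the smallest this design allows). With edgeR's quasi-likelihood test the adjusted p of *Mobp* was 0.0929 and that of *Cnp* 0.123. With the choroid plexus covariate they were 0.296 and 0.423.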

We confirmed the findings from the RNA-seq analysis indicating increased expression of four oligodendrocyte markers (Myelin Basic Protein, MBP; Myelin Associated Oligodendrocyte Basic Protein, MOBP; Oligodendrocyte transcription factor 2, Olig2; and 2′,3′-Cyclic nucleotide 3′-phosphodiesterase, CNP; Supplementary Table 4) in the dorsal striatum by qPCR from the same samples; nominal increases in expression of all four genes were seen in *Hdc*-KO mice, supporting RNA-seq results (Figure 1C). Interestingly, no such increases were seen in an independent experiment using whole striatal homogenates, suggesting that the abnormality is restricted to dorsal striatum (Supplementary Figure 5). Overall, this screen suggested the presence of white matter abnormalities in the dorsal striatum of *Hdc*-KO mice.

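The difference between regions was itself tested as a contrast in the same model. The KO over WT log2 fold change of the oligodendrocyte list was higher in the dorsal striatum than in the ventral striatum by 0.59 (adjusted p = 0.0229 over the 3 differences from limma's camera), than in the hypothalamus by 0.81 (adjusted p = 0.00841), and than in the motor cortex, which has 1 WT library, by 1.27. With the mouse number as a block, these differences were 0.54, 0.76 and 1.34. With the choroid plexus covariate they were 0.42, 0.65 and 1.12, and the difference from the ventral striatum no longer passed. Deviations of libraries from their group means had a mean correlation across genes of 0.008 between regions of the same mouse number. It was -0.005 between different mice of a genotype. No deviation shared by libraries of the same number was thus seen. In groups of 2 libraries the deviations mirror each other, so the correlations are not independent. They do not show whether the number names the animal. For *Mobp*, the log2 fold change in the dorsal striatum exceeded the mean of the other regions by 1.08 (edgeR adjusted p = 0.00118), and for *Cnp* by 0.88 (edgeR adjusted p = 0.0521). *Mobp* did not pass with the quasi-likelihood test (edgeR adjusted p = 0.0619) or the choroid plexus covariate (edgeR adjusted p = 0.123). *Cnp* passed with the mouse block, at 0.91 (edgeR adjusted p = 0.0322), and with libraries scaled by size alone, at 1.15 (edgeR adjusted p = 0.000847). That mean includes the motor cortex with its single WT library. Against the ventral striatum and hypothalamus alone, a comparison chosen after seeing the data, *Mobp* differed by 0.88 (edgeR adjusted p = 0.0766) and *Cnp* by 0.70 (edgeR adjusted p = 0.282), and neither passed. From the screen, the paper proposes white matter abnormalities in the dorsal striatum.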

### Increased expression of myelin-related proteins in *histidine decarboxylase*-knockout mice

RNAseq and qPCR assess transcriptional changes, but these do not necessarily translate into alterations in protein abundance. We therefore next tested the expression of myelin proteins-related in *Hdc*-KO and WT mice using immunoblotting. Both MBP (Figure 2A) and MOBP (Figure 2B) were upregulated in dorsal striatum of *Hdc*-KO mice, but not in cortex or hippocampus. This is consistent with the findings of RNA-seq and RT-PCR for these genes.

**FIGURE 2:**
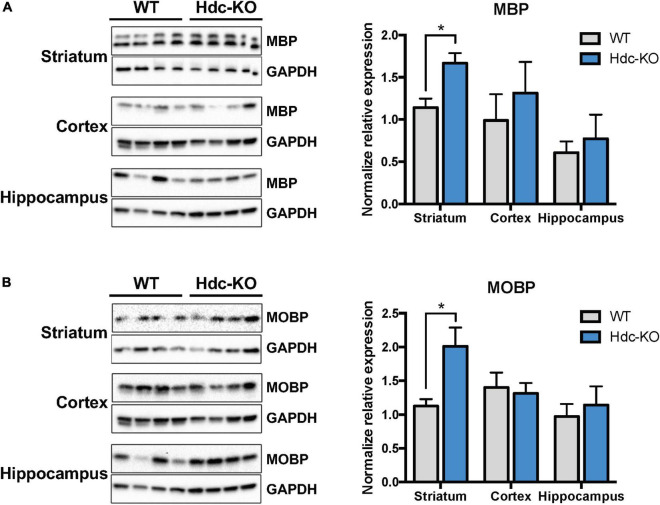
Increased myelin proteins in the striatum of *histidine decarboxylase*-knockout (*Hdc*-KO) mice. **(A)**. Western blot analysis showed elevated Myelin Basic Protein (MBP) in the striatum but not in the cortex or hippocampus of *Hdc*-KO mice, relative to WT controls. Striatum: *n* = 4, 4; *t*(6) = 3.33, *p* < 0.016; cortex, hippocampus n.s. **(B)** Similarly, Western blot analysis showed elevated Myelin Associated Oligodendrocyte Basic Protein (MOBP) in the striatum of *Hdc*-KO mice. Striatum: *n* = 4, 4; *t*(6) = 3.00, *p* < 0.025; cortex, hippocampus n.s. All data are presented as mean ± SEM. *p < 0.05.

### Normal oligodendrocyte number but increased myelin cross-section in *histidine decarboxylase*-knockout mice

Increased RNA and protein of myelin-related genes could either reflect a greater number of oligodendrocytes in the tissue, or a greater amount of myelin production by each oligodendrocytes. To distinguish between these possibilities, we stained mature oligodendrocytes (defined by their expression of CC1) in the dorsal striatum and quantified them by counting all CC1 + cells in four microscope fields in each mouse (two fields, one on each side, from anterior and central dorsal striatum; see Supplementary Figure 6). No significant differences were found between *Hdc*-KO mice and WT controls in overall dorsal striatum or in anterior or posterior subregions; if anything, the trend was toward reduced oligodendrocyte density in KO mice, though this did not reach statistical significance (Figures 3A,B).

**FIGURE 3:**
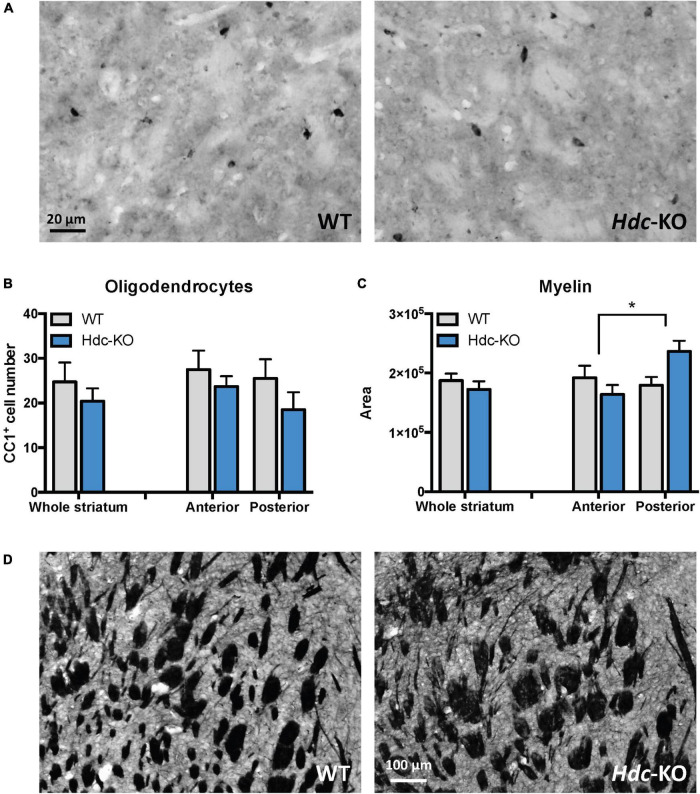
Oligodendroglia and myelin in *histidine decarboxylase*-knockout (*Hdc*-KO) mice. **(A)** Representative images of CC1 immunostaining of the striatum in wild-type and *Hdc*-KO mice. **(B)** There was no significant difference between KO and WT mice in the number of mature oligodendrocytes. *N* = 5 WT, 5 KO. Two-way ANOVA: main effect of region, *F*(1,17) = 0.92, *p* > 0.35; main effect of genotype, *F*(1,17) = 2.1, *p* > 0.16; and interaction, *F*(1,17) = 0.18, *p* > 0.6. **(C)** White matter cross-sectional area, evaluated by Myelin Basic Protein (MBP) immunostaining, was elevated specifically in the central striatum. *N* = 6 WT, 6 KO. Two-way ANOVA: main effect of region, *F*(1,25) = 0.53, *p* > 0.45; main effect of genotype, *F*(1,25) = 2.3, *p* = 0.15; interaction: *F*(1, 25) = 4.630; *p* = 0.04. **(D)** Representative micrographs of WT and KO striata immunostained for myelin. All data are presented as mean ± SEM. *p < 0.05 by Sidak’s *post-hoc* test.

To further examine myelin, we immunostained slices for MBP and quantified the total cross-sectional area of white matter, in pixels, in four fields in the dorsal striatum, similarly placed to those used for oligodendrocyte quantification. There was no overall difference in myelin cross-sectional area throughout the striatum, but when we separately examined anterior and central slices a genotype effect emerged, with an increase in cross-sectional area of myelin in the central dorsal striatum of *Hdc*-KO mice (Figures 3C,D).

### Diffusion tensor imaging confirms altered striatal myelin in *histidine decarboxylase*-knockout mice

Finally, to characterize the impact of these alterations on myelin integrity, we performed whole-brain *ex vivo* DTI. Brains were fixed and imaged *ex vivo* at 9.4 T; voxel-wise FA was computed throughout the brain. While our analysis examined all voxels in the brain, we focused our attention on the dorsal striatum due the molecular and immunohistochemical findings detailed above. Voxel-wise analysis revealed reduced FA in the dorsal striatum of *Hdc*-KO mice (Figure 4). When the statistical threshold was relaxed the effect was seen bilaterally, but it was more prominent and more statistically significant on the right (Supplementary Figure 7). Scattered voxels of between-genotype differences in DTI were seen elsewhere in the brain, but there were no other large contiguous areas of difference.

**FIGURE 4:**
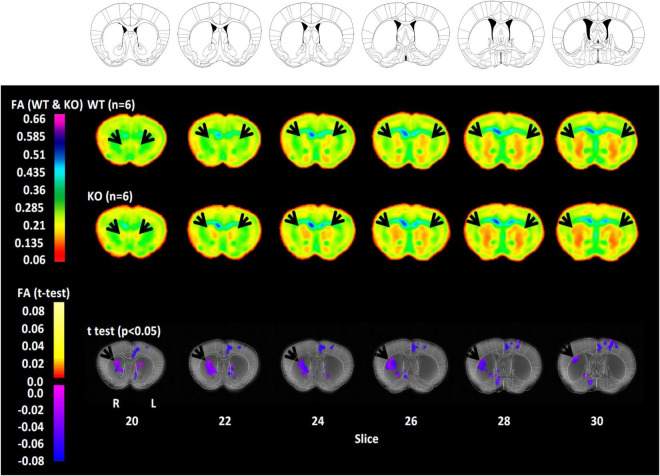
Reduced fractional anisotropy (FA) in the dorsal striatum of *histidine decarboxylase*-knockout (*Hdc*-KO) mice. Top rows: Coronal sections from the reference atlas to which diffusion tensor imaging (DTI) information was registered for analysis. Middle rows: FA in adult male WT and *Hdc*-KO mice (*n* = 6 per genotype). Striatum is indicated by arrowheads. Bottom row: Whole-brain corrected voxel-wise *t*-test comparison revealed reduced FA in the dorsal striatum of *Hdc*-KO mice, more prominently on the right. There were no regions of increased FA in *Hdc*-KO mice. *N* = 6 WT, 6 KO.

## Discussion

The *Hdc*-KO mouse recapitulates a rare but high-penetrance mutation associated with TS and exhibits parallels with human disease in behavior, brain activity, neurochemistry, and neurotransmitter receptors (Ercan-Sencicek et al., 2010; Castellan Baldan et al., 2014). These parallels suggest that this model captures important aspects of the pathophysiology of TS and thus allows testing of potential pathophysiological processes using experimental approaches that are not available in humans. We present such an analysis here.

Several genes associated with oligodendroglia and with myelin showed increased expression in the dorsal striatum of *Hdc*-KO mice; this was first seen in RNA-seq analysis and was then confirmed using q-rPCR. 

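Among further myelin genes in the dorsal striatum, *Ugt8a* had a log2 fold change of KO over WT of 0.78 (standard error 0.26), *Ermn* 0.57 (standard error 0.20) and *Mag* 0.51 (standard error 0.22). Each was more than 2 times its standard error and none passed an adjusted p of 0.05 in edgeR's likelihood ratio test, with values of 0.197 for *Ugt8a*, 0.265 for *Ermn* and 0.508 for *Mag*. These 3 genes were chosen after their values were seen.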

Upregulation of myelin-associated genes and abnormal myelination were further confirmed using Western blotting and immunostaining. Oligodendrocyte-associated genes have been implicated in neuropsychiatric disorders, including autism spectrum disorder (ASD) (Phan et al., 2020), but not previously in TS. These changes are region specific: no differences were found in the hypothalamus (RNA-seq) the hippocampus (immunoblot) or the cortex (both). 

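In the hypothalamus, *Mobp* was at 152 ± 4.99 CPM (SD, n = 2) in KO and 177 ± 11.0 CPM (SD, n = 3) in WT libraries, a log2 fold change of -0.22 (standard error 0.16, edgeR adjusted p = 0.972). *Mbp* there had a log2 fold change of 0.03 (standard error 0.19, edgeR adjusted p = 0.999). In the motor cortex, *Mobp* was at 68.0 ± 0.173 CPM (SD, n = 2) in KO and 112 CPM in the WT library, and *Mbp* at 673 ± 41.0 CPM (SD, n = 2) in KO and 980.4 CPM in WT. *Mobp* and *Mbp* were thus lower in the motor cortex of KO mice than in the WT library, a difference without replicates in WT.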

Pathological changes in the striatum have previously been implicated in TS and figure prominently in network models of the pathophysiology of the disorder (Williams et al., 2013).

To examine myelin integrity in the intact brain, we used *ex vivo* MRI imaging and DTI analysis. Due to the high sensitivity provided by high magnetic field DTI (9.4 T) in the murine brain, developmentally and pathologically induced changes in FA can be observed not only in white matter but also in gray matter (Chahboune et al., 2007, 2009a,b; Chua et al., 2009; Carlyle et al., 2012; Duque et al., 2012; Jung et al., 2016; Park et al., 2016; Johnson et al., 2018). There is increasing evidence that myelin is present in gray matter and can be altered there by disease processes (Timmler and Simons, 2019; Long et al., 2021). We found reduced FA in the dorsal striatum of *Hdc*-KO mice. The mouse striatum, unlike the primate caudate and putamen, consists of a combination of gray and white matter, as the heavily myelinated fibers of the internal capsule pass through the gray matter of the striatum. There were no other significant genotype effects on FA (Figure 4). This specificity parallels what we found in our molecular analyses. Abnormal FA has been described before in the basal ganglia system of patients with TS (Neuner et al., 2010; Saporta et al., 2010; Worbe et al., 2015; Martino et al., 2019; Bruce et al., 2021; Yang et al., 2021).

One previous study examined whole-brain morphometry and FA in *Hdc*-KO mice, reporting no abnormalities (Abdurakhmanova et al., 2017). This discrepancy may derive from the modest number of animals examined in both studies (*n* = 5, five in that study; *n* = 6, six here), which may predispose toward false negative results. Our attention was particularly focused on the dorsal striatum because of convergent results from mRNA, protein, and immunohistochemical analyses. Abdurakhmanova et al. (2017) used a volume coil, whereas here we used a surface coil, which provides better signal-to-noise. The discrepancy may also derive from differences in analytic approach, or from subtle differences in the mice examined (genetic background; rearing and housing conditions; age). Male mice were used in both studies. The convergence of DTI findings in the striatum with abnormalities found in parallel molecular and histological analyses in our study increases confidence in the abnormality in myelination in the striatum that we observe here.

Reduced FA may derive from a variety of different abnormalities. It may indicate less myelination, but it can also indicate disordered myelination that constrains water diffusion less than healthy white matter. The use of an animal model allows examination of white matter using a range of methods in parallel, which provides greater clarity. Our finding of reduced FA but increased MBP and MOBP protein and myelin cross-sectional area in the dorsal striatum suggests that, rather than white matter being reduced in *Hdc*-KO mice, myelin integrity is compromised. Hypermyelination can be pathological (Macklin, 2010). For example, in the case of ASD-associated mutations of Pten or MeCP2 (Maire et al., 2014; Sharma et al., 2015), myelin proteins are increased in the context of overall brain dysfunction (Fraser et al., 2008; Vora et al., 2010). That said, the possibility that reduced FA in these mice is attributable to other causes, such as axonal abnormalities, cannot be ruled out.

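In the ventral striatum, *Mobp* was at 187 ± 17.3 CPM (SD, n = 2) in KO and 191 ± 30.3 CPM (SD, n = 3) in WT libraries, a log2 fold change of -0.03 (standard error 0.16, edgeR adjusted p = 0.994). *Cnp* had a log2 fold change of 0.16 there (standard error 0.17, edgeR adjusted p = 0.957), *Olig2* 0.07 and *Mbp* 0.14. Each of the 4 was smaller than its standard error.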

In both RNA-seq and DTI analyses, white matter abnormalities in *Hdc*-KO mice are limited to the dorsal striatum; no alterations are seen in ventral striatum. DTI analysis, which allows examination of the entire brain, reveals abnormalities restricted the central dorsal striatum (Figure 4). DTI also suggests a greater reduction in FA on the right side; however, trends in the same direction are also seen on the left (see Supplementary Figure 5), and so this apparent lateralization may be a statistical artifact.

This study is cross-sectional, and so the mechanisms and ontogeny of these abnormalities cannot be determined from these data. It is possible that histamine directly regulates oligodendroglia. For example, one study has shown that histamine negatively regulates oligodendrocyte differentiation *via* the H3 receptor, and that the administration of the inverse agonist GSK247246 improves remyelination (Chen et al., 2017). Interestingly, the H3R histamine receptor is elevated in the striatum of *Hdc*-KO mice, and H3R agonists, acting in the dorsal striatum, trigger tic-like movements in the model (Rapanelli et al., 2016). However, the total number of CC1^+^ cells did not differ between *Hdc*-KO and WT animals, suggesting that the increase in myelin proteins is not due to the presence of more mature oligodendrocytes in the striatum, but rather to altered function. Another possibility is that the neuronal activity shapes oligodendrocyte function in the striatum over time. Increasing neuronal activity can stimulate axonal myelination, whereas reducing activity has the opposite effect (Gibson et al., 2014; Mitew et al., 2018). *Hdc*-KO mice have been shown to have elevated neural activity in the striatum (Castellan Baldan et al., 2014). It is possible that chronic elevation in the activity of corticostriatal afferents and/or of striatal neurons leads to increased but disordered myelination over the course of development, resulting in the abnormalities we see here in young adult animals. Future longitudinal analyses may shed light on questions of mechanism and ontogeny.

This study demonstrates the power of combining exploratory molecular analyses–in this case, RNA-seq–with hypothesis-driven multimodal confirmatory follow-up investigations. Further clarification of the precise nature of white matter dysregulation in this animal model may inform future translational work in patients. Complementary investigations in animal models of pathophysiology and in patient samples hold great power to shed new light on pathophysiology.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary material.

## Ethics statement

The animal study was reviewed and approved by the Yale University and Washington University Institutional Animal Care and Use Committees.

## Author contributions

KJ performed molecular and imaging experiments and data analysis, in collaboration with other authors, and wrote the first draft of the manuscript. CY performed RNA-seq analysis. YH and DC performed DTI data collection and analysis. MR supported molecular experiments. FH supervised imaging data collection and analysis and edited the manuscript. JD supervised RNA-seq data collection and analysis and edited the manuscript. LF supported molecular and histological analysis and wrote the manuscript. CP supervised all experiments and data analysis and wrote the manuscript. All authors contributed to the article and approved the submitted version, with the exception of MR.

# Supplementary material for: White matter abnormalities in the Hdc knockout mouse, a model of tic and OCD pathophysiology
**Source:** Front Mol Neurosci. 2022 Nov 24;15:1037481. doi: 10.3389/fnmol.2022.1037481
**Supplement:** Supplementary file 1

**Supplementary information for**  
**White matter abnormalities in the *Hdc* knockout mouse, a model of**  
**tic and OCD pathophysiology**

Kantiya Jindachomthong, BS<sup>1,§</sup>  
Chengran Yang, Ph.D.<sup>6</sup>  
Yuegao Huang, Ph.D.<sup>4</sup>  
Daniel Coman, Ph.D.<sup>4</sup>  
Maximiliano Rapanelli, Ph.D.<sup>1,#</sup>  
D.S. Fahmeed Hyder, Ph.D.<sup>4,5</sup>  
Joseph Dougherty, Ph.D.<sup>6</sup>  
Luciana Frick, Ph.D.<sup>1,†,\*</sup>  
Christopher Pittenger, MD, Ph.D.<sup>1,2,3,\*</sup>

Biomedical Imaging, and

<sup>†</sup> Current address: Department of Neurology and Hunter James  

<sup>#</sup>Dr. Rapanelli passed away in August, 2020

## Supplementary Figure 1

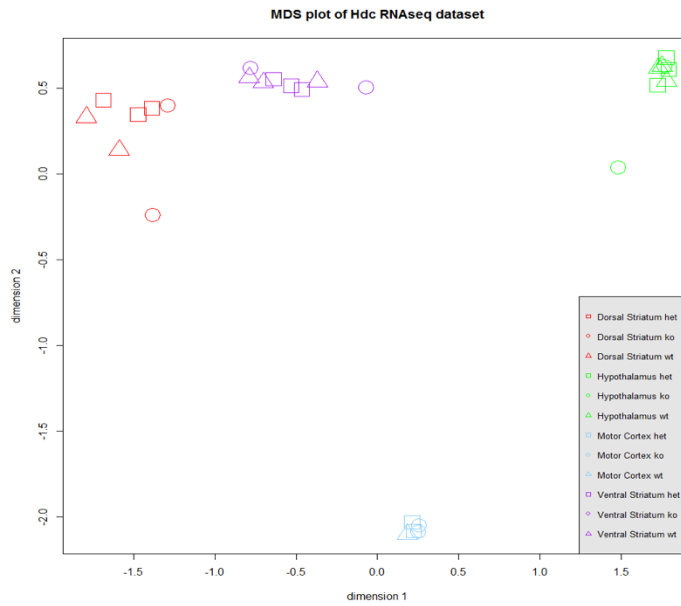

Multidimensional scaling (MDS) analysis of RNA-seq data showed that 28 mRNA samples cluster primarily by tissue, as expected. The colors represent four different tissues (Red is dorsal striatum, green is hypothalamus, blue is motor cortex and purple is ventral striatum). Shapes represent three different genotypes (square is heterozygotes, circle is knockout, triangle is wild-type).

## Supplementary Figure 2

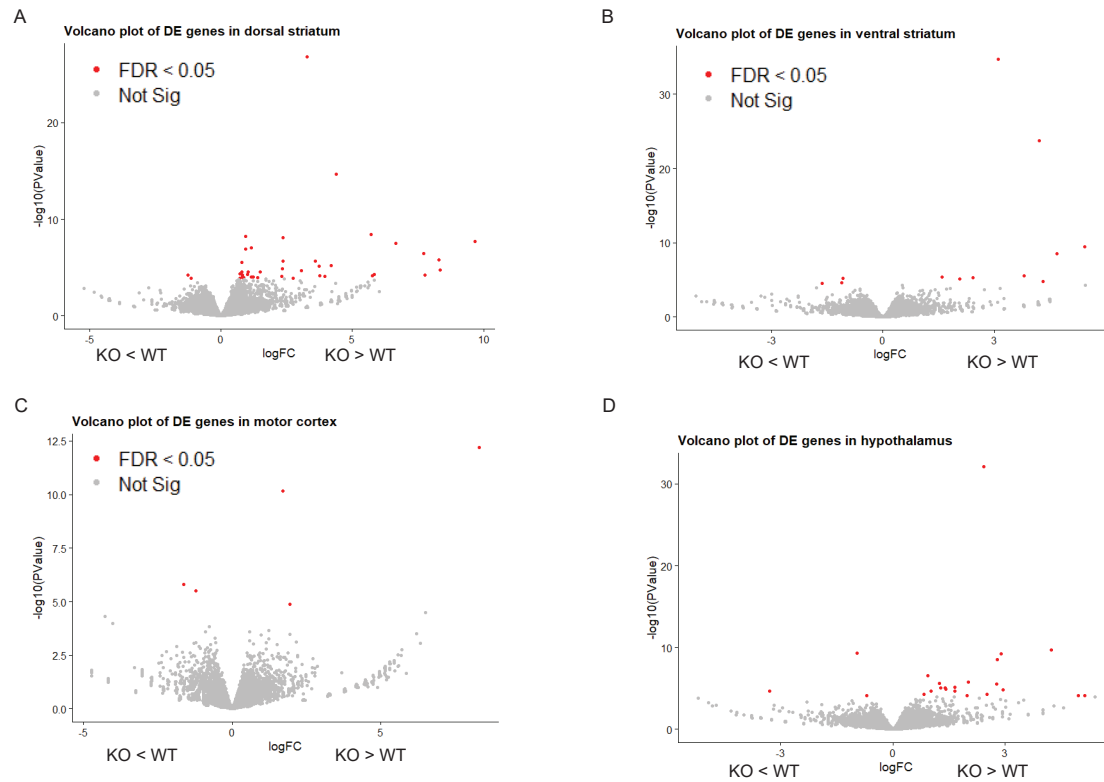

**Volcano plots for all differentially expressed genes (KO vs WT). A.** DE genes in dorsal striatum. **B.** DE genes in ventral striatum. **C.** DE genes in motor cortex. **D.** DE genes in hypothalamus.

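*Pla2g4e* (ENSMUSG00000050211, chromosome 2 of GRCm38, 120166412 to 120245335) passed an adjusted p of 0.05 in all 4 regions in edgeR's likelihood ratio test. It was at 27.6 ± 4.56 CPM (SD, n = 2) in KO and 2.82 ± 0.176 CPM (SD, n = 2) in WT dorsal striatum, a log2 fold change of 3.28 (standard error 0.36, edgeR adjusted p = 2.43e-23). Its log2 fold change was 3.10 in the ventral striatum, 1.72 in the motor cortex and 2.44 in the hypothalamus. After *Pla2g4e* and *Hdc*, the smallest p-values in the dorsal striatum belonged to *Prlr*, *Enpp2* (log2 fold change 2.36) and *Chp1* (0.94). In the ventral striatum, *Pcna-ps2* and *Col3a1* (3.81) were among the genes with the smallest p-values. In the hypothalamus *Egr3* (2.90), *Pcna-ps2*, *Kcnh3* (2.79) and *Ivd* (-0.95) followed *Pla2g4e*. In the motor cortex *Arc* (-1.62), *Exosc9* (-1.21) and *Prelp* (1.95) followed *Hdc* and *Pla2g4e*. These are differences from 1 WT library. *Exosc9* had 97 counts in that library and between 24 and 44 in the heterozygous and KO libraries, and *Prelp* had 23 against 36 to 103. The WT library may thus be the unusual one for these genes. *Arc* had 1019 counts in it, 941 and 723 in heterozygous and 319 and 325 in KO libraries. Some of the rises in the other regions came mainly from a single KO library. *Egr3* had 67 counts in KO 8f and 10 in KO 7f, and *Kcnh3* had 52 and 4. *Enpp2* had 3775 counts in KO 8b and 728 in KO 7b, and *Prlr* had 112 and 3. *Col3a1* had 110 counts in KO 8a and 3 in KO 7a. By contrast, *Pla2g4e*, *Chp1*, *Pcna-ps2* and *Ivd* changed in both KO libraries of the regions named. *Pcna-ps2* is a pseudogene whose sequence matches *Pcna* at 99.232% over 781 bases, so reads of the 2 genes are uncertain.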

GORILLA analysis of nominally upregulated genes in *Hdc*-KO dorsal striatum, compared to WT (target set n=778, background set n=7376). Output is organized hierarchically by pathway; color corresponds to statistical significance. 

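Over the oligodendrocyte list, the mean log2 fold change of KO over WT was 0.13 in the ventral striatum (24 of 30 genes higher, adjusted p = 0.896 over 10 lists from limma's camera) and -0.09 in the hypothalamus (9 of 30 genes higher, adjusted p = 0.920 from the same test). In the motor cortex it was -0.54, with 1 of 30 genes higher in KO than in the single WT library. In the ventral striatum the mean was between -0.04 and 0.27 when each library was left out in turn.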

No statistically significant effects of genotype were found in other regions examined (ventral striatum, hypothalamus, cortex).

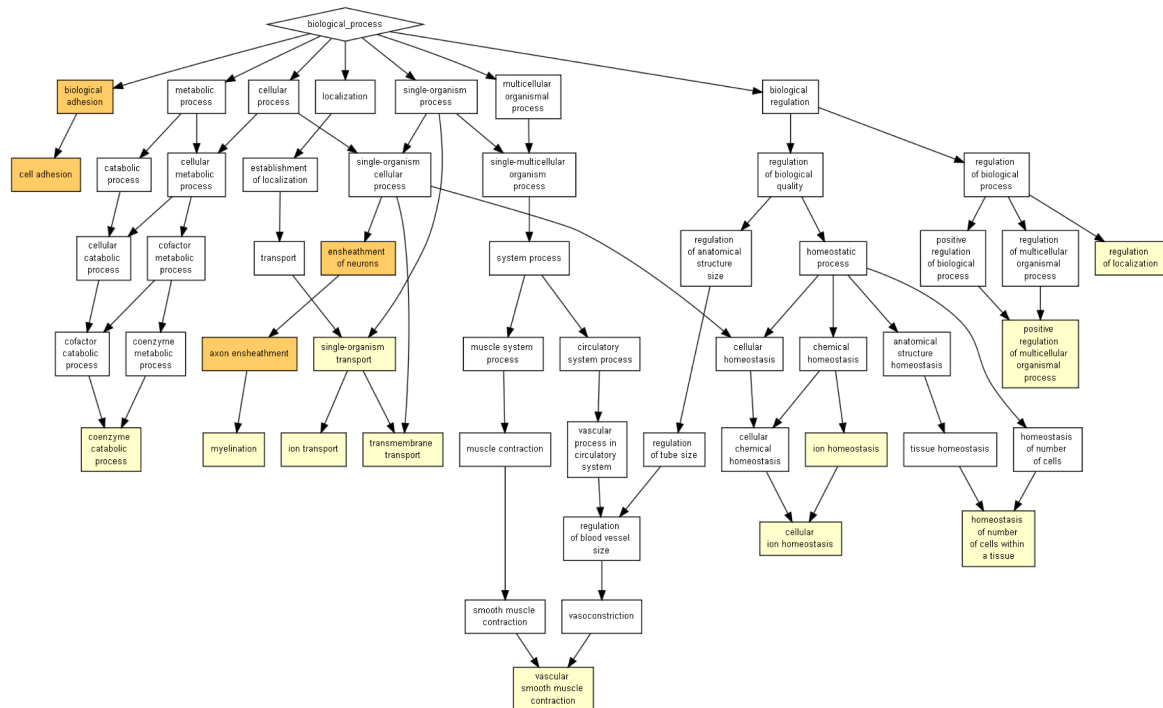

Supplementary Figure 4.

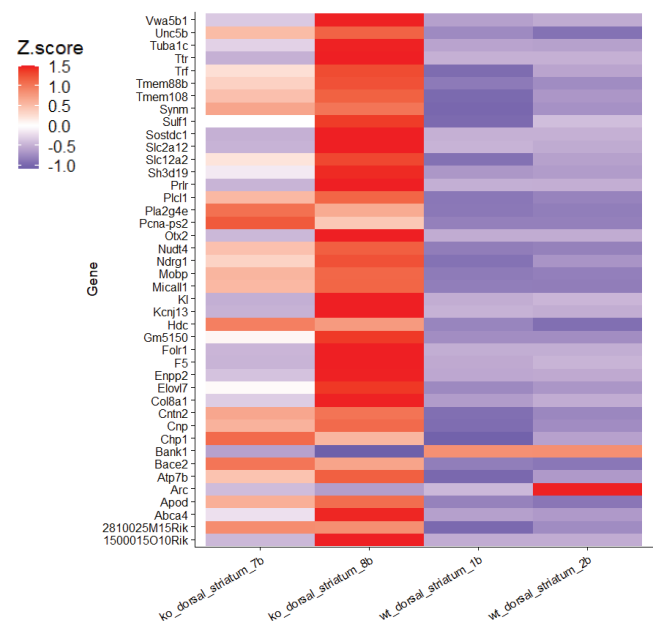

**Heatmap of DE genes in dorsal striatum.** Z score was calculated for each gene across samples. Oligodendrocyte transcripts were reliably upregulated in DS from KO mice.

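Across the dorsal striatum libraries, the mean log2 CPM over the 30 oligodendrocyte genes was 5.59 in the KO library 7b and 5.95 in the KO library 8b. It was 5.16 and 4.99 in the WT libraries, and 5.53 ± 0.062 (SD, n = 3) in heterozygous libraries. The difference between KO and WT means was 0.695, and the KO libraries differed from each other by less than that.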

**Supplementary Figure 5.**

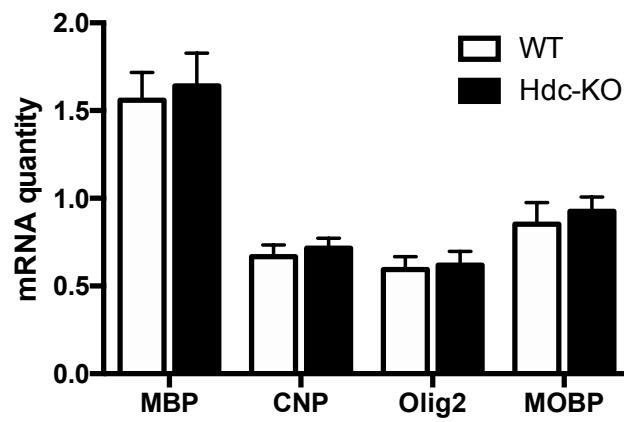

qPCR of myelin-associated genes in whole striatal homogenates showed no differences in expression; this contrasts to the upregulation seen in qPCR from dorsal striatum (see Figure 1D).

### Supplementary Figure 6

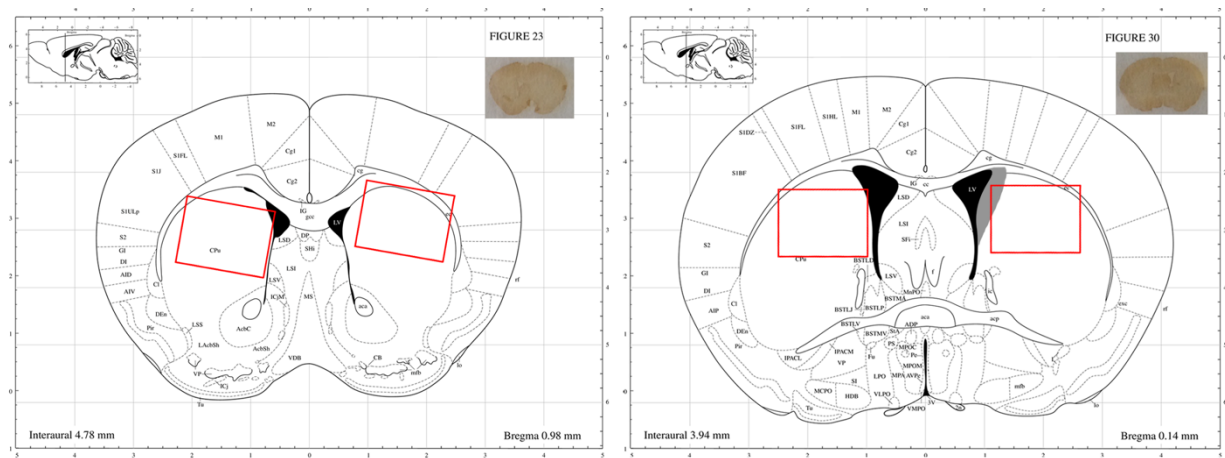

Representative microscope fields used for quantification of oligodendrocytes and of white matter cross-sectional area (Figure 3).

Supplementary Figure 7

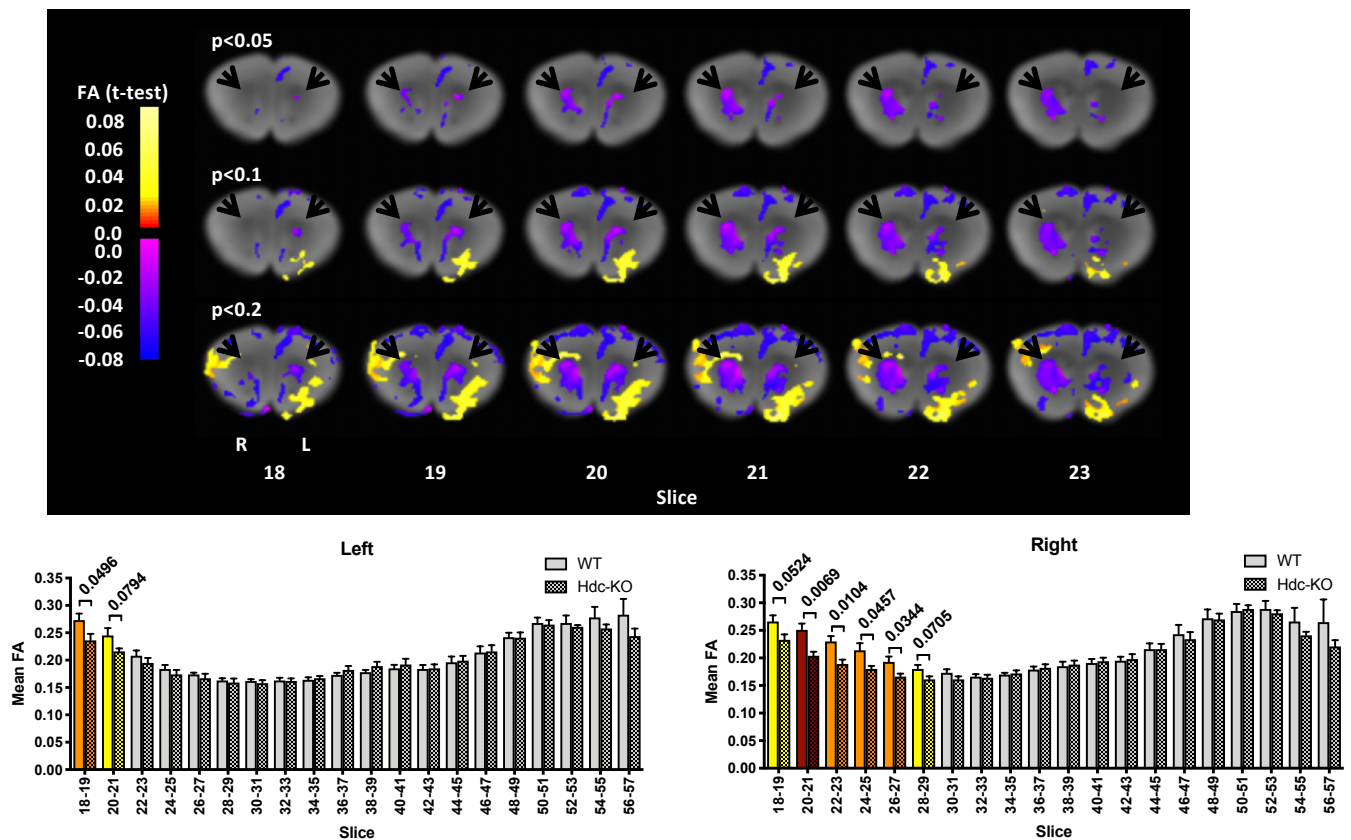

Lateralization of FA reduction in *Hdc*-KO mice. Reduced FA was seen in both hemispheres, but the reduction was both numerically larger and more statistically significant on the right side. When the statistical threshold was relaxed, reduced FA was apparent on the left side, suggesting a symmetrical effect.

## Supplementary Table 1

| Sample                      | tissue           | genotype | Total reads | Final library size |
|-----------------------------|------------------|----------|-------------|--------------------|
| hdc_het_dorsal_striatum_4b  | dorsal_striatum  | het      | 10,565,846  | 5,025,148          |
| hdc_het_dorsal_striatum_5b  | dorsal_striatum  | het      | 10,221,288  | 4,744,851          |
| hdc_het_dorsal_striatum_6b  | dorsal_striatum  | het      | 8,962,236   | 4,167,862          |
| hdc_het_hypothalamus_4f     | hypothalamus     | het      | 10,182,050  | 4,812,801          |
| hdc_het_hypothalamus_5f     | hypothalamus     | het      | 10,133,584  | 4,761,976          |
| hdc_het_hypothalamus_6f     | hypothalamus     | het      | 9,817,236   | 4,713,427          |
| hdc_het_motor_cortex_5d     | motor_cortex     | het      | 9,862,216   | 4,504,618          |
| hdc_het_motor_cortex_6d     | motor_cortex     | het      | 9,110,854   | 4,137,480          |
| hdc_het_ventral_striatum_4a | ventral_striatum | het      | 10,613,533  | 5,061,706          |
| hdc_het_ventral_striatum_5a | ventral_striatum | het      | 8,886,280   | 4,019,566          |
| hdc_het_ventral_striatum_6a | ventral_striatum | het      | 9,649,725   | 4,172,544          |
| hdc_ko_dorsal_striatum_7b   | dorsal_striatum  | ko       | 9,965,035   | 4,506,374          |
| hdc_ko_dorsal_striatum_8b   | dorsal_striatum  | ko       | 8,851,014   | 3,907,721          |
| hdc_ko_hypothalamus_7f      | hypothalamus     | ko       | 9,146,586   | 3,859,222          |
| hdc_ko_hypothalamus_8f      | hypothalamus     | ko       | 9,504,544   | 4,392,675          |
| hdc_ko_motor_cortex_7d      | motor_cortex     | ko       | 9,636,674   | 4,266,875          |
| hdc_ko_motor_cortex_8d      | motor_cortex     | ko       | 8,352,158   | 3,730,185          |
| hdc_ko_ventral_striatum_7a  | ventral_striatum | ko       | 9,704,408   | 4,558,826          |
| hdc_ko_ventral_striatum_8a  | ventral_striatum | ko       | 8,449,845   | 3,711,263          |
| hdc_wt_dorsal_striatum_1b   | dorsal_striatum  | wt       | 8,916,839   | 4,547,116          |
| hdc_wt_dorsal_striatum_2b   | dorsal_striatum  | wt       | 11,131,649  | 5,147,074          |
| hdc_wt_hypothalamus_1f      | hypothalamus     | wt       | 10,185,990  | 4,385,945          |
| hdc_wt_hypothalamus_2f      | hypothalamus     | wt       | 9,803,283   | 4,897,134          |
| hdc_wt_hypothalamus_3f      | hypothalamus     | wt       | 10,310,118  | 4,579,779          |
| hdc_wt_motor_cortex_2d      | motor_cortex     | wt       | 9,284,818   | 4,317,384          |
| hdc_wt_ventral_striatum_1a  | ventral_striatum | wt       | 7,734,808   | 3,534,939          |
| hdc_wt_ventral_striatum_2a  | ventral_striatum | wt       | 8,962,422   | 3,935,966          |
| hdc_wt_ventral_striatum_3a  | ventral_striatum | wt       | 8,394,640   | 3,954,962          |

Number of mRNA samples used for RNA-seq analysis across three genotypes and four brain regions, after quality control. ‘Sample’ – unique sample name. ‘tissue’ – dissected tissue type. ‘genotype’ – *Hdc* genotype. ‘total reads’ – original sequencing depth. ‘final library size’ – library size after alignment, used for subsequent analysis.

**Supplementary Table 2** (see attached .xlsx file). **Matrix of counts per million (CPM) for all samples.** 14979 genes as rows, 28 samples as columns.

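The deposited counts give the same number of genes under the filter, 14979 of the 24788 genes with a count in any library. Each library's counts summed over the filtered genes equalled the paper's final library size in 28 of 28 libraries. For the 1648 genes of this table that were used here, the largest relative difference between the paper's CPM and the CPM from the deposited counts was 4.96e-06.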

**Supplementary Table 3** (see attached .xlsx file). **Differentially expressed genes (DEGs) in the dorsal striatum.** 'Gene\_id': Ensembl gene ID. 'gene\_name': gene symbol. 'chr': chromosomal location. 'logFC': log2 fold change of KO over WT. 'PValue': unadjusted p-value. 'FDR': adjusted p-value.

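Of the genes in this table, 1999 were compared with the log2 fold changes from the deposited counts. The median absolute difference was 1.7e-04 and the largest 0.025. The paper's table has 42 genes with a false discovery rate under 0.05, and all 42 were among the 58 that passed the same threshold in edgeR's likelihood ratio test on the deposited counts.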

**Supplementary Table 4**

| Gene         | Forward Primer        | Reverse Primer       |
|--------------|-----------------------|----------------------|
| <b>MBP</b>   | TCACAGCGATCCAAGTACCTG | CCCCTGTCACCGCTAAAGAA |
| <b>CNP</b>   | CAGCTCAAGGAGAAGAACC   | TTGTACAGTGCAGCACACC  |
| <b>OLIG2</b> | TCCCCAGAACCCGATGATCTT | CGTGGACGAGGACACAGTC  |
| <b>MOBP</b>  | AACTCCAAGCGTGAGATCGT  | CAGAGGCTGTCCATTCAAA  |

Sequences of the primers used for qPCR analysis of mRNA expression of oligodendrocyte markers (Figure 1C).

How the deposited data were processed for this re-analysis (not part of the article)

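RNA-seq was carried out on 4 brain regions of WT, *Hdc* heterozygous and *Hdc*-KO mice, in 28 libraries from 8 mice. The authors aligned the reads to GRCm38 with STAR and counted them on exons with HTSeq-count in union mode, and they deposited raw counts per gene for each library, without normalization or a filter on low counts. The genotype, region and replicate of each library come from the sample labels, and the same names are in Supplementary Table 1. The mouse is taken from the digit of the library name, which the paper does not explain, and is used in the fits with a mouse block, in the correlation of libraries of the same mouse, in permutations of regions within mice and of genotypes over mice, and in the values per mouse of *Pcna* and of the trend over knockout alleles. Genes are listed by Ensembl identifier. Symbols and positions come from GENCODE M21 on GRCm38, which named 28758 of the 29878 listed genes, while the paper used Ensembl annotation 75 of the same build.

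Genes above 1 CPM in at least 2 of the 28 libraries were kept, 14979 genes in all. Counts were tested with edgeR 4.0.16 in R 4.3.3, with glmFit and glmLRT as in the paper's methods. TMM normalization was used, and the paper's methods do not name a normalization. The quasi-likelihood test of edgeR and the Wald test of DESeq2 1.42.0 were alternatives. A difference was called at a Benjamini-Hochberg adjusted p-value under 0.05. Log2 CPM used a prior count of 2. Gene lists were tested with camera from limma 3.58.1, with the correlation between genes estimated from the data. A list counted as past the threshold on its own at an unadjusted p under 0.05, and adjusted p-values over the 10 lists are given in the text. GOrilla and CSEA and their gene sets were not used here, and 10 lists of cell-type genes stood in for them. The lists were written after the paper and its supplementary tables had been read, so they are no independent test of its conclusions.

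Genes were named by a rule set in advance: the genes the paper names from the RNA-seq, the 5 genes with the smallest p-values in each region, genes past the threshold in every region, members of the lists, and genes in the heatmap of Supplementary Figure 4. Some genes that the rule names are not reported here. Comparisons, tests, alternatives and lists were fixed before the deposited counts were examined. Supplementary Tables 2 and 3, which give CPM values of these libraries and fold changes of the dorsal striatum, had been read by then, so the choices were not blind to the data. Alternatives chosen after seeing the data are named as such in the closing section. Exact permutation tests on single genes cannot go below p = 0.333 with 2 libraries against 2, so the adjusted p-values rest on spread shared across genes and groups.

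On simulated counts, the likelihood ratio test recovered 141 of 200 changed genes among 14979, and the quasi-likelihood test recovered 130. A list of 30 other genes was given a log2 change of 0.7 in the same counts. The 161 calls of the first test and the 144 of the second each held 11 genes of this list, and they held 9 and 3 unchanged genes. The list gave a mean of 0.68, and an unchanged list of 18 genes gave 0.01. The changed genes were well counted, and genes were simulated independently of each other, without tissue that differs between libraries. These numbers therefore do not give the error rate on the real libraries.

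Libraries held between 3536802 and 5150280 counts. A fold against a group whose libraries all had at most 3 counts is given as a lower bound. The exceptions are log2 fold changes of *Hdc* under alternatives in the closing section and the mean of the cortical list, which includes 1 such gene; there the model's own values are given. Libraries of the same group were compared pair by pair for duplicates. Over 21 pairs, the chi-square per degree of freedom was between 1.78 and 13.3, more than sampling noise gives. No pair thus looked like the same library counted again. Separate preparations from the same animal could also exceed sampling noise, so this does not show that the libraries are independent. Counts of Y-linked genes were between 151 and 304 per library, and *Xist* had between 0 and 11. The WT motor cortex had 1 library, and comparisons with it have no replicate check. The qPCR, immunoblot, histology and imaging results of the paper were not analysed here.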

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

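For the oligodendrocyte genes, the tests of depth, of gene length and GC content, and the comparison of heterozygous with WT libraries as a test of dissection were set before their results were seen, as were the counts of other splits of the libraries. The fits with the choroid plexus covariate and without library 8b were also set in advance, as alternatives. The other tests of an explanation described here were chosen after the results were seen.

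The level of choroid plexus genes in the KO library 8b of the dorsal striatum was far above that of the other 6 dorsal striatum libraries, with a mean log2 CPM of 4.66. The ependymal genes of the heterozygous library 4b stood apart in the same region (1.701), as did the cortical excitatory neuron genes of the KO library 8f in the hypothalamus (5.21). These were 3 of 56 groups tested, and chance alone gives about 2.8, so their number is about what chance gives. They were not equally far out: the gap to the nearest library was 0.918 of the range for the cortical genes, 0.692 for the choroid plexus genes and 0.577 for the ependymal genes, which only just passed the limit. *Ttr*, a choroid plexus gene, had 10311 counts in library 8b and 5 in the KO library 7b. Choroid plexus lies next to the striatum, and tissue from it in library 8b is a candidate source of many of the differences in KO dorsal striatum. With the choroid plexus level as a covariate, 17 genes passed in edgeR, and 5 of the 58 genes kept an adjusted p-value under 0.05 with this choroid plexus covariate. In the same way, 7 of the 25 genes of the hypothalamus kept it with the cortical level as a covariate, so that cortical tissue in library 8f may account for most of the others. A covariate also takes degrees of freedom and overlaps with genotype, since library 8b is 1 of 2 KO libraries, so the lost calls are not shown to come from tissue alone.

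For the 58 genes of the dorsal striatum, 1 of the 3 splits of the 4 libraries gave as many genes, the real split itself. The split that put KO 7b with WT 2b gave 57, and the remaining one gave 37. With 3 splits no share under 0.05 is possible. KO 7b and WT 2b had the highest level of cortical excitatory neuron genes in the dorsal striatum, 4.56 and 3.44 in log2 CPM against 2.02 in KO 8b and 1.74 in WT 1b. Of the 57 genes, 5 were among the 10 cortical genes and 8 were among the 58, and 4 kept an adjusted p-value under 0.05 with the cortical level as a covariate. Of the 58 genes of the real split, 50 kept it with the same covariate and 0 were cortical genes. The cortical level orders the 4 libraries as this split does and overlaps between the genotypes, so the covariate would take many calls from this split and few from the real one whatever their source. Whether cortical tissue in these libraries is the source of the 57 genes is therefore open, and a split that mixes the genotypes gave nearly as many genes as the real one.

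The log2 fold change of the oligodendrocyte list was higher in the dorsal striatum than in the ventral striatum by 0.59, than in the motor cortex by 1.27 and than in the hypothalamus by 0.81, with adjusted p-values of 0.0229, 0.00145 and 0.00841 over these 3 differences from limma's camera. The difference from the ventral striatum was 0.42 with the choroid plexus covariate and no longer passed. *Mobp* differed from the mean of the other regions by 1.08 (edgeR adjusted p = 0.00118), a mean that includes the motor cortex with 1 WT library, and by 0.88 from the ventral striatum and hypothalamus alone (edgeR adjusted p = 0.0766), which did not pass. In the dorsal striatum the list was higher in both KO libraries than in both WT libraries. The rise was 0.55 with the choroid plexus covariate and 0.52 without library 8b, against 0.72 with every library, so choroid plexus tissue does not account for all of it. The rise was 1.01 with libraries scaled by size alone, and 0.80 when mitochondrial ribosomal RNA was also left out. Gene length, GC content and mean level accounted for 6.66% of the variance of the log2 fold changes over all tested genes and predicted -0.01 for the list, which left 0.74. With the libraries thinned to equal totals the rise was 0.73, but thinning is not expected to move a log2 fold change, so this does not rule out a difference in depth.

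White matter carried into the dissection in different amounts remains. Heterozygous libraries lay above WT by 63.8% of the difference between KO and WT, which would be seen both if dissections varied and if the rise followed the number of knockout alleles. The widest range of the oligodendrocyte score within a single genotype and region was 0.706, in the heterozygous hypothalamus, against a difference of 0.695 between KO and WT dorsal striatum and of -0.535 in the motor cortex, where there is 1 WT library. Within the dorsal striatum the ranges were smaller than 0.695, at 0.174 over 2 WT, 0.115 over 3 heterozygous and 0.355 over 2 KO libraries. Groups this small give little hold on how much dissections vary. In these counts, the opposite directions in these regions, and the rise in the dorsal striatum, therefore cannot be told apart from differences in dissection. The paper also reports MBP staining on slices of fixed brains, with a larger area in the central dorsal striatum of KO mice and no difference over the striatum as a whole. That staining measures protein and was not analysed here.

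The paper does not show the heterozygous results. In the dorsal striatum, the oligodendrocyte list was higher in heterozygous than in WT libraries by a mean log2 fold change of 0.46 (29 of 30 genes higher, adjusted p = 0.0867 over 10 lists from limma's camera). A dependence on the dose of *Hdc* may explain it, but so may dissection, and the test does not separate them.

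Over all regions, 7 of the 40 genes with the strongest trend over the number of knockout alleles lay within 10 Mb of *Hdc* on chromosome 2, among 207 of 14978 tested genes in that window. They were *Pla2g4e*, *Exd1*, *Ivd*, *Pcna*, *Chp1*, *Kcnip3* and *Wdr76*. Only 1 of the 560 assignments of genotypes to the 8 mice, the real one, gave as many (exact permutation test, p = 0.00179, the smallest it can give), and the mean over assignments was 0.66 genes. The window and the number of genes were set after a similar trend had been looked at. With a window of 20 Mb and 20, 40 or 100 genes the exact p was 0.00179, 0.00357 and 0.00357. With a window of 5 Mb it was 0.104, 0.23 and 0.0375, so the result depends on the window. DNA of the embryonic stem cell strain carried along with the knockout allele is a candidate explanation: such DNA would differ from the rest of the genome in a stretch around *Hdc*. No strain variant was examined, and an effect of the knockout on its neighbours was not tested.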

How the results depend on the processing

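Of 228 values under alternatives that kept every library, 170 kept their direction and their side of the threshold or stayed within the limit set for counts and values, 16 were weaker, 12 stronger, 29 moved and 1 reversed. The reversed value was that of the oligodendrocyte precursor list in the dorsal striatum, with a mean log2 fold change of 0.11 with libraries scaled by size alone against -0.17. This scaling moved the median over all genes there from -0.003 to 0.28, so the list did not reverse relative to other genes. The cause was not tested for the changes below, except where a value is given for it.

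With edgeR's quasi-likelihood test, genes past the threshold between KO and WT numbered 12 in the dorsal striatum, 4 in the ventral striatum, 3 in the motor cortex and 4 in the hypothalamus. Between heterozygous and WT they numbered 3, 2, 1 and 2 in the same order. The log2 fold changes of *Mobp* (0.76) and *Cnp* (0.72) in the dorsal striatum no longer passed, nor did the difference of *Mobp* from the other regions (1.08).

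With libraries scaled by size alone, there were 499 genes in the dorsal striatum, every one higher in KO, against 53 higher and 5 lower with TMM. There were 3 in the motor cortex and 16 in the hypothalamus, and nominally upregulated genes numbered 2981 in the dorsal striatum and 277 in the hypothalamus. *Olig2* (0.98) and *Mbp* (0.87) passed the threshold in the dorsal striatum, as did the differences from the other regions of *Cnp* (1.15) and *Mbp* (0.98). Under this scaling the median log2 fold change of all genes in the dorsal striatum was 0.28. Mitochondrial ribosomal RNA, from 2 genes, took 41.9% and 36.1% of the counts in the WT libraries and 28.3% and 29.7% in the KO libraries. Without its counts, an alternative chosen after seeing the data, there were 83 genes and the median was 0.06, so that its share may account for much of the rise to 499.

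With the choroid plexus level as a covariate, 17 genes passed in the dorsal striatum. *Mobp* (0.71), *Cnp* (0.65), the difference of *Mobp* from the other regions (1.04) and the difference of the oligodendrocyte list between dorsal and ventral striatum (0.42) no longer passed. With the cortical level as a covariate, chosen after seeing the data, 8 genes passed in the hypothalamus and 67 in the dorsal striatum.

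With at least 10 counts in every library compared, there were 32 genes in the dorsal striatum, 7 in the ventral striatum and 9 in the hypothalamus. With DESeq2 there were 20, 6 and 5, and 1 in the motor cortex, and *Cnp* (0.72) in the dorsal striatum and *Hdc* in the motor cortex (7.67, against 0 counts in WT) did not pass.

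With only the groups compared in the fit, there were 7 genes in the ventral striatum and 35 in the motor cortex, and 23 between heterozygous and WT in the dorsal striatum and 23 in the motor cortex. Nominally upregulated genes in the ventral striatum numbered 252. The oligodendrocyte list no longer passed in the dorsal striatum (0.74) or the motor cortex (-0.55). With the genotypes of each region in the fit, there were 60 genes in the motor cortex and 10 in the hypothalamus, against 50 in the dorsal striatum, and with the choroid plexus covariate the hypothalamus had 34. In the other fits run on all regions with every library, the dorsal striatum had the most genes.

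With camera's correlation preset to 0.01, the oligodendrocyte list passed in the ventral striatum (0.13 in KO and -0.10 in heterozygous libraries) and the hypothalamus (-0.090 and 0.087). The estimated correlation was above 0.53. With the mouse number as a replicate block, the difference of *Cnp* from the other regions was 0.91 and passed. With the ventral striatum and hypothalamus as the other regions, an alternative chosen after seeing the data, the difference of *Mobp* was 0.88 and did not pass (edgeR adjusted p = 0.0766, against a range of 1.81e-05 to 0.123 over its other alternatives).

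Leaving out each library in turn gave, in KO against WT, 5 to 10 genes in the ventral striatum and 6 to 17 in the hypothalamus, and in heterozygous against WT 4 to 24 in the dorsal striatum, 3 to 8 in the ventral striatum and 2 to 13 in the hypothalamus. Log2 fold changes in the dorsal striatum were 3.23 to 8.28 for *Hdc*, 0.64 to 0.87 for *Mobp*, 0.62 to 0.83 for *Cnp*, 0.58 to 0.80 for *Olig2* and 0.40 to 0.73 for *Mbp*. For *Hdc* they were 3.61 to 6.22 in the ventral striatum, 8.11 to 8.49 in the motor cortex and -0.55 to -0.31 in the hypothalamus. In the dorsal striatum and the motor cortex the WT libraries had at most 3 *Hdc* counts, as did those left in the ventral striatum without WT 2a (6.22), so these values come from the model and are no measured sizes. The lower bounds are 11.2-fold and 12.4-fold in the dorsal striatum and the motor cortex. The oligodendrocyte list gave 0.52 to 0.89 in the dorsal striatum, -0.038 to 0.27 in the ventral striatum, where it reversed in 1 fit, -0.63 to -0.49 in the motor cortex and -0.21 to -0.023 in the hypothalamus. Where an arm had 1 library left, no test was made. With 1 WT library, depth and replication limit every result of the motor cortex.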

Differences from the paper's values

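The paper gives 2 as its smallest number of libraries per genotype and region in its text, while its Supplementary Table 1 lists 1 library for the WT motor cortex, as do the deposited counts. No alternative changes the number of libraries. The paper's background set for the dorsal striatum has 7376 genes, and genes above 1 CPM in both KO libraries numbered 12591. None of the alternatives set before the data were examined bears on this number. Genes with a log2 fold change above 0 numbered 7382, a count noticed after seeing the values, and the paper's text does not describe its background in this way.

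At an adjusted p-value under 0.05, 58 genes passed in the dorsal striatum against the paper's 42, and 53 against the paper's 40 were higher in KO. Nominally upregulated genes numbered 790 against the paper's 778. With the older dispersion functions of edgeR, which were tried because the counts were close to the paper's and so chosen after seeing the values, 42 genes passed, 40 of them higher, and 776 were nominally upregulated. The same functions on the libraries of the dorsal striatum alone gave 49 genes, 48 of them higher. With them the ventral striatum had 12 genes, the motor cortex 5 and the hypothalamus 23, against about 12, about 5 and about 23 in Supplementary Figure 2, read by eye. The paper's text does not name its dispersion functions.

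The paper reports no differences in these genes in the hypothalamus and cortex by RNA-seq. It also limits the white matter abnormalities to the dorsal striatum. In the motor cortex, 1 of 30 oligodendrocyte genes was higher in KO than in the WT library, with a mean log2 fold change of -0.54. With 1 WT library this difference has no replicate check, so it does not go against the paper's statement.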

Other observations

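The tests described here were chosen after the results were seen, except the counts of other splits of the libraries.

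*Hdc* counts were higher in KO than in WT libraries outside the hypothalamus, although the gene was targeted. The rise over WT in KO was 1.62 times that in heterozygous libraries in the dorsal striatum, 2.46 times in the ventral striatum and 1.75 times in the motor cortex, with a median of 1.75. A transcript from the knockout allele that is still counted on *Hdc* may explain this, since KO libraries carry 2 such alleles. Which part of *Hdc* the reads come from cannot be seen in counts per gene.

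*Pcna-ps2*, on chromosome 19, was counted more with each knockout allele, while *Pcna*, on chromosome 2 near *Hdc*, was counted less. The sequences match at 99.232% over 781 bases with 6 mismatches. If a strain variant in *Pcna* sent its reads to the pseudogene, the sum of the 2 genes would be level, and the sum was lower in KO than in WT by a mean log2 difference of -0.263 per mouse and was lower in KO in all 4 regions. This is more than the SD between the 3 WT mice (0.133) and less than that between the 2 KO mice (0.284), and KO mouse 7 (-0.098) lay above WT mouse 3 (-0.189). The sum was thus not level, and with 2 KO mice the test does not settle this explanation.

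In heterozygous against WT libraries, 1 of the 10 splits of the 6 ventral striatum libraries gave as many genes past the threshold as the real one, which was the real split. In the hypothalamus, 3 of the 10 splits did, with 56 and 23 genes in the others against 14. With 10 splits no share under 0.05 is possible.

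With mitochondrial ribosomal RNA left out, 83 genes passed in the dorsal striatum with libraries scaled by size, against 499 with it. The share of this RNA in single libraries was between 21.7% and 41.9% of the counts.

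The paper cites elevated H3 receptor in the striatum of KO mice from earlier work. In the RNA-seq, *Hrh3* was at 140.1 ± 32.7 CPM (SD, n = 2) in KO and 165 ± 5.79 CPM (SD, n = 2) in WT dorsal striatum, a log2 fold change of -0.23 (standard error 0.18, edgeR adjusted p = 0.802). In the ventral striatum it was -0.16 (edgeR adjusted p = 0.959). These are transcript counts, and receptor protein or binding was not analysed here.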
